A study of Drosophila melanogaster with 24 samples.

How the data were processed

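RNA immunoprecipitation followed by sequencing (RIP-seq) was carried out on heads of adult female Drosophila melanogaster. In this assay, a protein carrying the FLAG epitope is pulled out of a lysate with an anti-FLAG antibody and the RNA that comes with it is sequenced. The GAL4 transcription factor was expressed under elav, a neuronal gene, and switched on a transgene for FLAG-tagged Nab2 or for Atx2 with a triple FLAG tag (Atx2-3xFLAG); the control genotype carried the driver alone. Per the labels, heads were fixed with formaldehyde, each lysate came from 300 heads, 20% of it was set aside as Input and the other 80% went into the immunoprecipitation (RIP). The 3 genotypes had 4 lysates each, so that 12 lysates gave 24 libraries in 6 groups of 4. Ribosomal RNA was depleted and stranded libraries were made, per the labels' protocols, and the RIP and the Input libraries were pooled for sequencing apart from each other.

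The deposited counts are raw counts per gene, 1 table per library, made with RNA STAR and featureCounts per the file headers and names. The tool versions, the genome build, the annotation and the strand setting of the counting are not stated. Genes that overlap another gene, antisense genes and genes with near-identical copies are therefore uncertain, and no coordinates are given. The authors' normalized counts are a signal on which RIP and Input libraries were scaled apart with DESeq2, per the file name; multiplied by 1 size factor per library they gave back the raw counts for 100% of the genes in each library. The authors' deposited table of percent input holds, per its column headers, a ratio of the mean percent input of each tagged genotype to that of the control. It also holds the p-values of a one-way analysis of variance and of Dunnett's comparison with the control, which the authors computed on percent input. It lists 5760 genes. Of those, 5757 matched the count tables by name, and all 5757 had a count in every Input library, as did 6764 genes in all. Another 24 columns of per-sample values in that table were not used.

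The count tables hold 17753 gene symbols, of which 17670 matched a single FlyBase gene in the reference list of names, and 12431 had at least 1 count. Every count belonged to a named gene. The share of counts in the 6147 genes that passed the expression filter was 98.9%. The count tables hold 5 symbols that read as calendar dates and the authors' deposited table holds 3 names that are date numbers, the trace of a spreadsheet conversion. Neighbouring and enclosing genes were taken from the RefSeq table of assembly GCF_000001215.4 (Release 6 plus ISO1 MT).

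Counts were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 (robust glmQLFit, two-sided) after TMM scaling and filterByExpr on the 6 groups, with Benjamini-Hochberg adjustment and a threshold of 0.05. The association of an RNA with a tagged protein was defined as the RIP-to-Input log2 difference in the tagged genotype minus the same difference in the control. It was fitted on all 24 libraries with 1 coefficient per lysate, because the RIP and the Input library of a number come from a shared lysate per the labels; their deviations from the group means correlated across 2313 genes with a median r of 0.182, above 0.1 in 10 of 12 lysates. Genotypes were also compared within the 12 RIP and within the 12 Input libraries without a block. CPM, the TMM-scaled count relative to library size, was taken to log2 with a prior count of 2. The biological coefficient of variation was 0.0942 in the association fit, 0.105 in RIP and 0.123 in Input. Gene sets for neurons, photoreceptors, glia, fat body, muscle, ribosomal proteins and mitochondrially encoded genes were tested with camera of limma 3.58.1, adjusted over 14 tests, with fry and an estimated correlation as alternatives.

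Replicates of a group differed by more than counting noise in every pair (chi-square per degree of freedom from 1.39 to 6.54), so no pair was treated as a single library. Depth ran from 220894 to 2109561 counts per library. Shares and floors in counts cover counting error only, since the libraries carry no molecular identifiers. A gene with at most 3 counts in every library of a group was treated as at the floor, and a fold against such a group was computed as a lower bound.

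The procedure was tested on simulated data with 200 genes changed by known amounts among the 6147, at the dispersions and depths of these libraries. The association test called 85.3% and 87.9% of genes changed by a log2 of -2 and 2, 44.1% and 36.4% at -1 and 1, and 6.06% and 12.1% at -0.5 and 0.5, and it called 3 of 5947 unchanged genes. A comparison within RIP called 100% at a log2 of 2 in either direction and 8 of 5947 unchanged genes, and one within Input called 91.2% at -2, 100% at 2 and 5 unchanged genes. A simulated set of 24 genes shifted by a log2 of 0.3 was called, with 0 of 13 other set tests. Unchanged genotypes with a shared control were simulated 40 times for the associations and 20 times for each pool. Every library, control included, was redrawn around the control mean, with genes independent of each other.

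Which samples were compared, the tests, the gene sets, the alternatives and the rule for naming genes were fixed before the data were examined. The rule names Nab2, Atx2, elav and 4 RNAs recalled from the study (me31B, drk, sm and stai). For each association it adds the 5 highest and 3 lowest genes past the threshold with a mean CPM of at least 5 and no overlap between the 4 tagged and the 4 control ratios, and for each Input comparison the 2 highest and 2 lowest genes under the same conditions. Alternatives were the DESeq2 1.42.0 Wald test, DESeq2 (RLE) size factors, library size alone, TMM within each pool, no expression filter, a filter at a mean of 50 counts, fits with and without replicate blocks, limma on log2 ratios per lysate, fits of 2 genotypes alone, and each lysate left out in turn.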

Results

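RNA was sequenced from anti-FLAG immunoprecipitates (RIP) and from the Input of the same head lysates in 3 genotypes with neuronal GAL4: driver alone (control), Nab2-FLAG and Atx2-3xFLAG. Each genotype had 4 lysates, and each lysate gave 1 RIP and 1 Input library. Nab2 and Atx2 are RNA-binding proteins, and the series asks which RNAs associate with each of them in neurons and which RNAs they share. Total counts per library ranged from 220894 to 1444393 in control RIP, from 254077 to 2109561 in Nab2-FLAG RIP and from 661374 to 2000195 in Atx2-3xFLAG RIP. Input libraries ranged from 665341 to 877212 counts in control, from 511415 to 1079829 in Nab2-FLAG and from 601479 to 1091678 in Atx2-3xFLAG. The shallowest libraries were control RIP replicate 3 and Nab2-FLAG RIP replicate 3. The mitochondrial large ribosomal RNA (mt:lrRNA) had the highest count in every library, with 8.99% to 24.6% of the total. Mitochondrially encoded genes together took 14.4% to 20.0% of the counts in RIP and 24.8% to 33.9% in Input.

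The genes carried by the transgenes were examined first, as a check of the genotype labels. Nab2 (FBgn0028471) had 122 ± 29.1 CPM (SD, n = 4) in Nab2-FLAG Input, 24.6 ± 4.58 in control Input and 22.3 ± 6.43 in Atx2-3xFLAG Input. Its log2 difference between Nab2-FLAG and control was 2.25 in Input (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 7.11e-12) and 2.06 in RIP (edgeR adjusted p = 1.15e-12), with 144 ± 11.1 CPM in Nab2-FLAG RIP and 39.0 ± 14.1 in control RIP (SD, n = 4). Every Nab2-FLAG library lay above every library of the other genotypes in its pool. Atx2 (FBgn0041188) did not separate in the same way. It had 275 ± 19.0 CPM in Atx2-3xFLAG Input and 257 ± 22.9 in control Input (SD, n = 4), a log2 difference of 0.09 (edgeR quasi-likelihood, adjusted p = 0.678). In RIP it had 320 ± 36.5 CPM in Atx2-3xFLAG and 279 ± 9.04 in control (SD, n = 4), a log2 difference of 0.18 (edgeR quasi-likelihood, adjusted p = 0.213). With library size as the only scaling, the RIP difference was 0.40 and passed the threshold. Nab2-FLAG libraries had 214 ± 20.8 CPM of Atx2 in Input and 247 ± 20.0 in RIP (SD, n = 4). All of them lay below every Atx2-3xFLAG library of the same pool. As control overlapped Atx2-3xFLAG in both pools, the Atx2-3xFLAG label was not checked by the level of its own gene. The gene of the driver locus, elav (FBgn0260400), had 123 ± 19.7 CPM in control Input, 127 ± 8.34 in Nab2-FLAG Input and 142 ± 12.5 in Atx2-3xFLAG Input (SD, n = 4), with no call in either pool.

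**Figure D1:**
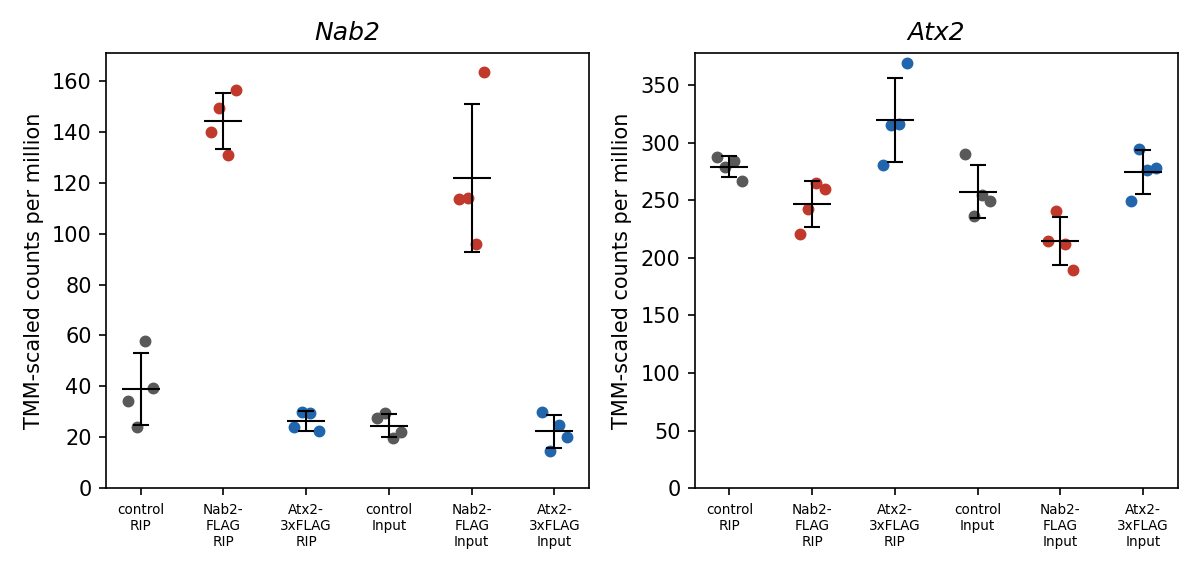
TMM-scaled CPM (linear axes from 0) of Nab2 and Atx2 in each of the 24 libraries, by genotype and pool; points are libraries, bars are the mean and SD of 4 libraries. Nab2 is at 144 CPM in Nab2-FLAG RIP and 122 in Nab2-FLAG Input and lower in all other groups. For Atx2 in Input, the control libraries overlap those of each tagged genotype.

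To find RNAs associated with Nab2-FLAG, the RIP-to-Input difference was compared with that of the control. Scaling set each library against its own counts, so an association here is relative to the typical gene. A gain shared by most RNAs in a tagged RIP would not be seen, for either protein. Of 6147 genes tested, 6 had a higher and 0 a lower association at an adjusted p under 0.05 (edgeR quasi-likelihood, Benjamini-Hochberg), and 440 had an unadjusted p under 0.05. The count of higher genes was 0 with limma on log2 ratios per lysate and 0 without the lysate as a block. It was 16 without an expression filter, with 2 lower. Adding the replicate number as a block gave 34 higher and 14 lower. All 4 Nab2-FLAG ratios lay above or below all 4 control ratios for 4.20% of genes, where chance gives 2.86%. Small nucleolar RNAs made up 4 of the 6. The log2 difference of snoRNA:Or-CD2 (FBgn0086603) was 1.78 with a standard error of 0.22 (edgeR quasi-likelihood, adjusted p = 7.74e-05). Its log2 RIP-to-Input ratio was -0.95 ± 0.59 in Nab2-FLAG and -2.69 ± 0.53 in control (SD, n = 4). For snoRNA:Psi18S-110 (FBgn0083057) the difference was 1.55 with a standard error of 0.27 (edgeR quasi-likelihood, adjusted p = 0.000402), and for snoRNA:Or-aca5 (FBgn0086672) it was 1.42 with a standard error of 0.25 (edgeR quasi-likelihood, adjusted p = 0.00367). Those 2 fell short of the threshold without Nab2-FLAG replicate 1. Part of the difference of snoRNA:Or-aca5 lies in the Input pool, where it was lower in Nab2-FLAG by a log2 of -0.66 (edgeR quasi-likelihood, adjusted p = 0.00937), while its RIP difference of 0.62 was not called (edgeR quasi-likelihood, adjusted p = 0.258). For snoRNA:Psi18S-1086 (FBgn0083058) the difference was 1.39 (edgeR quasi-likelihood, adjusted p = 0.00453), but its Nab2-FLAG ratios, 0.12 ± 0.86 (SD, n = 4), overlapped the control ratios, with replicate 3 at -1.16. The other 2 were not small RNAs. CG31221 (FBgn0051221) had a log2 difference of 0.81 with a standard error of 0.17 (edgeR quasi-likelihood, adjusted p = 0.00624), and apolpp (FBgn0087002) of 0.40 with a standard error of 0.09 (edgeR quasi-likelihood, adjusted p = 0.0220). Neither held its side of the threshold in every fit that left out 1 lysate. The CG31221 difference lies partly in Input, at a log2 of -0.34 (edgeR quasi-likelihood, adjusted p = 0.121). Its RIP difference of 0.36 was not called (edgeR quasi-likelihood, adjusted p = 0.129), while that of apolpp, 0.41, was (edgeR quasi-likelihood, adjusted p = 0.00416). The fat body set tested below includes apolpp, whereas the driver acts in neurons, so its call is not evidence of association in neurons. As the strand setting of the counting is not stated and snoRNA genes can lie inside other genes, reads of the enclosing transcripts are not excluded from the snoRNA counts.

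The same comparison for Atx2-3xFLAG gave 3 genes higher and 0 lower (edgeR quasi-likelihood, adjusted p under 0.05), with 340 genes at an unadjusted p under 0.05. They were snoRNA:Or-CD2 at a log2 difference of 1.74 with a standard error of 0.22 (edgeR quasi-likelihood, adjusted p = 8.28e-05), snoRNA:Psi18S-1086 at 1.32 with a standard error of 0.27 (edgeR quasi-likelihood, adjusted p = 0.0143) and snoRNA:Or-aca5 at 1.16 with a standard error of 0.24 (edgeR quasi-likelihood, adjusted p = 0.0469). The log2 ratio of snoRNA:Or-CD2 in Atx2-3xFLAG lysates was -0.86 ± 0.26 (SD, n = 4). For snoRNA:Or-aca5 it was 0.27 ± 0.54 (SD, n = 4), which overlapped the control ratios of -1.10 ± 0.72. Without control replicate 2, control replicate 3 or Atx2-3xFLAG replicate 3, 1 gene remained past the threshold, snoRNA:Or-CD2 in each case. The share of genes with no overlap between Atx2-3xFLAG and control ratios was 3.42%. A direct comparison of the Nab2-FLAG with the Atx2-3xFLAG association called 0 genes in either direction (edgeR quasi-likelihood), with 224 of 6147 at an unadjusted p under 0.05. With the replicate number added as a block, it called 3 higher and 1 lower.

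**Figure D2:**
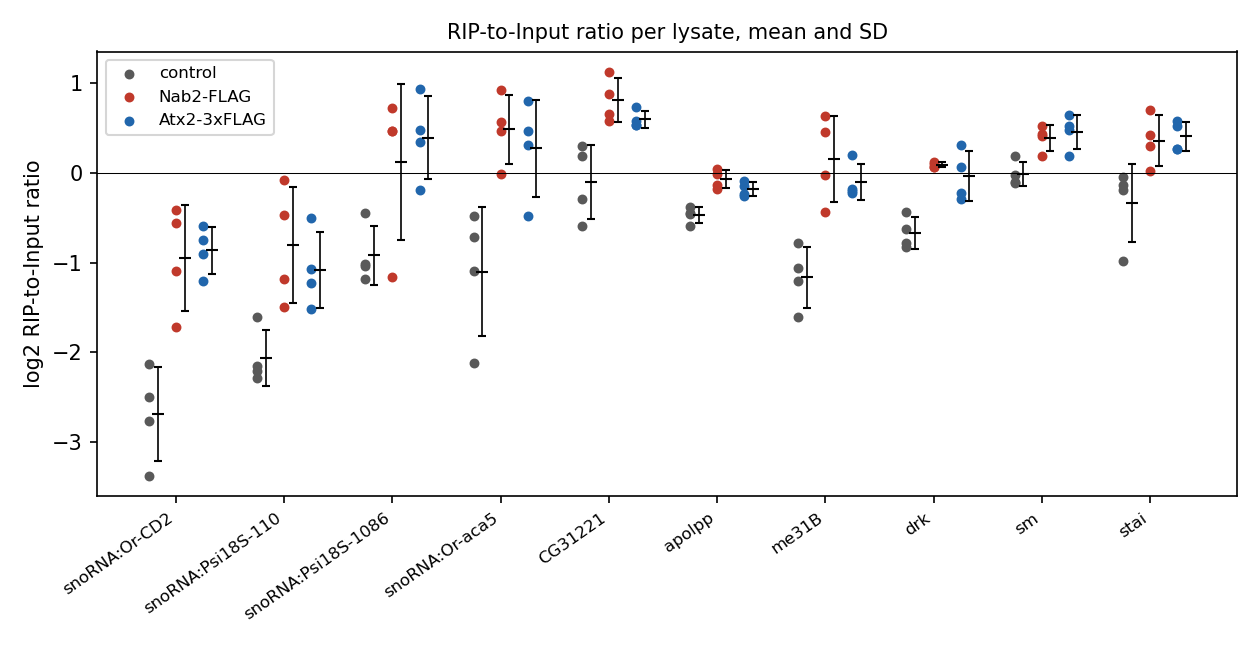
Log2 RIP-to-Input ratio (vertical axis) of 10 named RNAs in each of the 12 lysates, by genotype; points are lysates, bars are the mean and SD of 4 lysates. The 4 control ratios of snoRNA:Or-CD2 lie below all tagged ones, whereas Nab2-FLAG replicate 3 of snoRNA:Psi18S-1086 lies at -1.16, among the controls.

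RNAs shared by both proteins were counted next. The 3 genes with a higher Atx2-3xFLAG association were all among the 6 with a higher Nab2-FLAG association, an overlap with an exact hypergeometric p = 5.17e-10, which ignores the shared control. In 40 simulations of unchanged genotypes with a shared control, no gene was called in both. These simulations redrew every library, control included, with genes independent of each other. Variation that many genes of a lysate share is absent from them, so they may understate the overlap that arises without any association. At an unadjusted p under 0.05, 237 genes were higher for Nab2-FLAG and 215 for Atx2-3xFLAG, and 79 were in both lists, against a median of 31 and a highest value of 43 in the simulations. Across the 6147 genes, which are not independent replicates, the 2 associations correlated with a Pearson r of 0.663 and a Spearman rho of 0.623. Unchanged genotypes with a shared control gave a median r of 0.568 (0.530 to 0.615) in the simulations. When the 4 control lysates were split between the contrasts, the median r over the 6 ways was 0.0514, from -0.0111 to 0.0652.

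**Figure D3:**
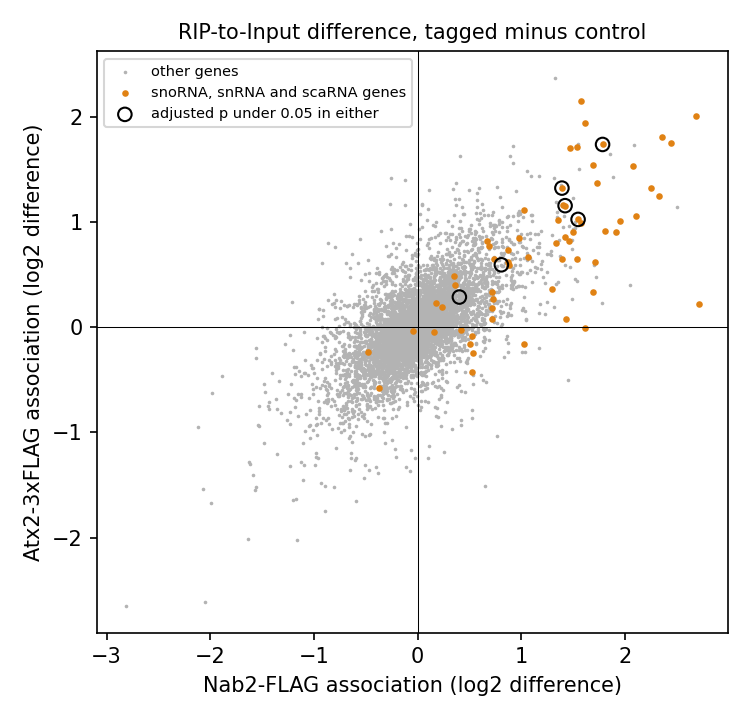
Log2 association of each of the 6147 tested genes with Nab2-FLAG (horizontal axis) and with Atx2-3xFLAG (vertical axis); orange points are the snoRNA, snRNA and scaRNA genes, circles the 6 genes called in either. Most orange points lie in the upper right, and the r of 0.663 includes the part that the shared control lysates produce.

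The 4 RNAs fixed from the study before the data were examined are me31B, drk, sm and stai. As the study chose them on these samples, they are not independent evidence. Their log2 Nab2-FLAG associations were 1.41, 0.83, 0.42 and 0.52, and their Atx2-3xFLAG associations 1.06, 0.71, 0.50 and 0.65. With edgeR quasi-likelihood p-values adjusted over the list alone, 4 of 4 were under 0.05 for each protein, and 0 of 4 were when adjusted over all 6147 genes. With the replicate number added as a block, me31B passed over all genes for Nab2-FLAG and sm for Atx2-3xFLAG. The adjusted p over all genes of me31B was 0.0984 for Nab2-FLAG and 0.543 for Atx2-3xFLAG (edgeR quasi-likelihood, Benjamini-Hochberg). The log2 ratio of me31B (FBgn0004419) was -1.17 ± 0.34 in control, 0.16 ± 0.48 in Nab2-FLAG and -0.10 ± 0.20 in Atx2-3xFLAG (SD, n = 4), and that of drk (FBgn0004638) was -0.67 ± 0.18, 0.09 ± 0.03 and -0.04 ± 0.28.

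The authors' deposited table lists 5760 genes, of which 312 have an analysis of variance p under 0.05, where 288 would fall with no difference. After Benjamini-Hochberg adjustment of the p-values in the authors' deposited table, 0 genes are under 0.05 and the smallest value is 0.288. By Dunnett's comparison in the authors' deposited table, 141 RNAs are higher and 105 lower for Nab2-FLAG, and 103 are higher and 84 lower for Atx2-3xFLAG. By the authors' deposited table, 28 RNAs are higher for both, and 27 of these are among the 5728 genes also tested with edgeR. In 40 simulations of unchanged genotypes with a shared control, drawn in the same way as above, Dunnett's comparison of the same ratios gave a median of 11.5 such genes in both lists (3 to 21). The simulated lists were shorter, with medians of 83.5 and 72.5 genes. Of the 138 Nab2-FLAG RNAs from the authors' deposited table that were also tested with edgeR, 99 had an unadjusted edgeR p under 0.05 and 5 an adjusted one. For Atx2-3xFLAG, 70 such RNAs from the authors' deposited table had an unadjusted and 3 an adjusted edgeR p under 0.05. Across genes, the log2 of the ratio in the authors' deposited table correlated with the edgeR log2 difference at r = 0.868 for Nab2-FLAG and 0.870 for Atx2-3xFLAG.

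**Figure D4:**
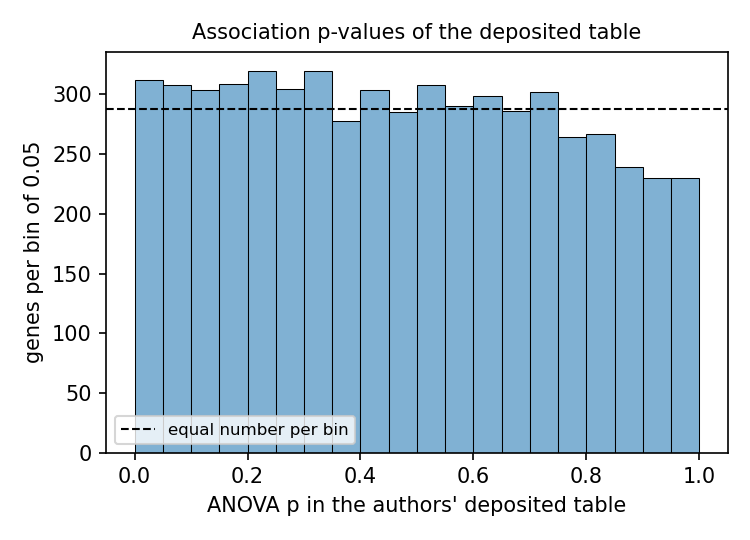
Number of genes (vertical axis, from 0) per 0.05-wide bin of the analysis of variance p (horizontal axis) in the authors' deposited table; the dashed line is the 288 genes per bin of an even spread. The lowest bin holds 312 genes, near the line.

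Gene sets for tissues of the head and for 2 gene classes were tested next, since the driver acts in neurons while the heads hold other tissues. The neuron set of 24 genes passed the threshold in both associations (limma camera, Benjamini-Hochberg adjusted p = 0.0155 in each), with a median log2 difference of 0.17 in each and 20 and 19 of 24 genes higher. All tested genes had medians of 0.02 and 0.04. Neither call held under fry (adjusted p = 0.267, limma) or under an estimated correlation (adjusted p = 0.723, limma). The neuron set had a median log2 ratio per lysate of 0.15 ± 0.07 in control, 0.33 ± 0.03 in Nab2-FLAG and 0.29 ± 0.17 in Atx2-3xFLAG (SD, n = 4). The photoreceptor, glia, fat body, muscle, ribosomal protein and mitochondrially encoded sets were not called in either association, with adjusted camera p-values (limma) from 0.0756 for the mitochondrially encoded set in Nab2-FLAG to 0.896 for the glia set in Atx2-3xFLAG.

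The levels of RNAs in the tagged genotypes and the control were compared within each pool. In Input, 452 genes were higher and 298 lower in Nab2-FLAG, and 548 higher and 469 lower in Atx2-3xFLAG (edgeR quasi-likelihood, adjusted p under 0.05). In RIP, 656 were higher and 571 lower in Nab2-FLAG, and 741 higher and 741 lower in Atx2-3xFLAG. Library size as the only scaling moved the median log2 difference of all genes to 0.16 and 0.24 in Input and to 0.13 and 0.18 in RIP. The called genes then split into 663 higher and 107 lower in Nab2-FLAG Input, 1043 and 169 in Atx2-3xFLAG Input, 979 and 270 in Nab2-FLAG RIP and 1338 and 297 in Atx2-3xFLAG RIP, so the balance of directions rests on the scaling. All 4 tagged Input values lay outside all 4 control values for 14.9% of genes in Nab2-FLAG and 17.1% in Atx2-3xFLAG, where chance gives 2.86%. The Input and RIP differences correlated across genes with r = 0.730 in Nab2-FLAG and 0.792 in Atx2-3xFLAG, and 535 of the 750 genes called in Nab2-FLAG Input were also called in its RIP, in the same direction, as were 757 of 1017 in Atx2-3xFLAG. The genotypes moved together as well, with 497 genes called alike in both Input comparisons and 4 in opposite directions, and r = 0.737 between them. Unchanged genotypes with a shared control gave a median r of 0.553 and at most 1 gene called alike in Input.

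**Figure D5:**
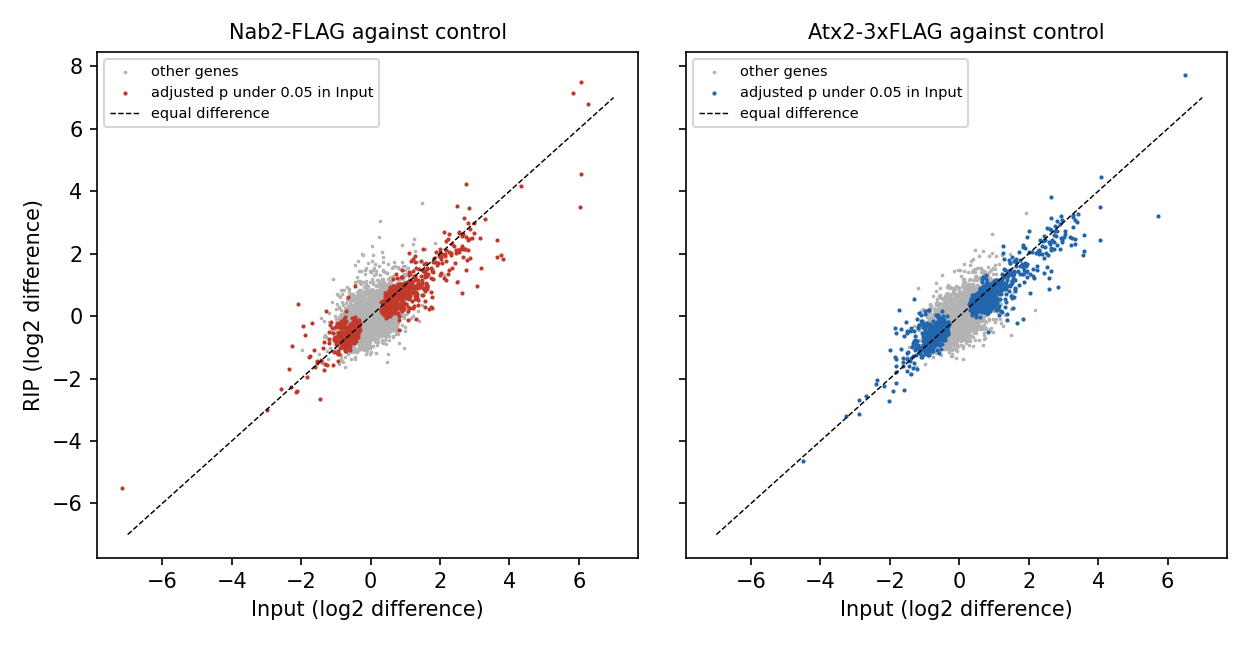
Log2 difference from control in RIP (vertical axis) against that in Input (horizontal axis) for each of the 6147 tested genes, in Nab2-FLAG and Atx2-3xFLAG; coloured points had an adjusted p under 0.05 in Input, and the dashed line marks equal differences. Called genes follow the dashed line, with r = 0.730 and 0.792 over all genes.

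Several of the named Input differences were between presence and near absence. The snRNA gene snRNA:U2:34ABa (FBgn0004191) had at most 2 counts in any control library and 78.0 ± 14.6 CPM in Nab2-FLAG and 128 ± 24.5 CPM in Atx2-3xFLAG Input (SD, n = 4), at least 13.3-fold and 21.8-fold higher. It has near-identical copies, so its value is uncertain. CG7031 (FBgn0039027) was at least 1.89-fold higher in Nab2-FLAG Input and 1.58-fold higher in Atx2-3xFLAG Input. The antisense gene asRNA:CR45600 (FBgn0267160), uncertain without a stated strand setting, was at least 1.89-fold higher in Nab2-FLAG Input. In the other direction mthl14 (FBgn0052476) was at least 4.04-fold and 4.43-fold lower in Nab2-FLAG and Atx2-3xFLAG Input. Cyp6a2 (FBgn0000473) fell from 136 ± 12.5 CPM in control Input to 17.2 ± 2.11 in Nab2-FLAG Input (SD, n = 4), a log2 difference of -2.99 (edgeR quasi-likelihood, adjusted p = 2.07e-16). It was also lower in Atx2-3xFLAG Input, at 19.2 ± 6.88 CPM (SD, n = 4), a log2 difference of -2.89 (edgeR quasi-likelihood, adjusted p = 3.46e-16). The RNA of phu (FBgn0043791) fell from 407 ± 72.9 CPM in control Input to 43.3 ± 31.1 in Atx2-3xFLAG Input (SD, n = 4), a log2 difference of -3.26 (edgeR quasi-likelihood, adjusted p = 0.000237). In Nab2-FLAG Input phu was lower as well, at 86.4 ± 31.4 CPM (SD, n = 4), a log2 difference of -2.29 (edgeR quasi-likelihood, adjusted p = 0.00207). Neither fall is therefore particular to 1 tagged genotype. The associations of Cyp6a2 and phu with either protein lay between -0.25 and -0.05 in log2, with no call.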

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

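The counting tests below were all chosen after the values they bear on had been seen. In each group of 4 libraries or lysates, the highest and the lowest value were set against the other 3 for totals, tagged genes, named genes and gene sets. Of 114 such groups 6 had a value that stood apart, where 5.7 would by chance, so the number itself shows no excess. A first pass over 120 groups gave 7; the 6 groups with at most 3 counts in every library, 1 of which had stood apart, were then removed because values at the floor have no order. No biological explanation was tested for these values, since each concerns a single lysate within a genotype. The distances in counting SD below decide nothing, because replicates of every group differed by more than counting noise (chi-square per degree of freedom from 1.39 to 6.54).

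The log2 RIP-to-Input ratio of snoRNA:Psi18S-1086 in Nab2-FLAG replicate 3 was -1.16, while the other 3 lysates lay between 0.46 and 0.72. The ratio rests on 6 RIP and 34 Input counts, and the RIP library is among the shallowest with 254077 counts. In simulated counting from the mean of the other lysates the value lay -3.23 counting SD away. A loss of small RNA in that immunoprecipitation may contribute, but 1 lysate cannot decide between handling and counting. In the same lysate Cyp6a2 had a log2 ratio of -0.64 against -0.10 to 0.00 in the others, on 3 RIP and 12 Input counts, and lay -0.658 counting SD away.

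For me31B, 1 of the RNAs fixed from the study, Atx2-3xFLAG replicate 1 had a log2 ratio of 0.20 with the other lysates between -0.22 and -0.18; on 23 RIP and 24 Input counts this is 0.933 counting SD from the others. For stai, control replicate 3, the shallowest RIP library, had a ratio of -0.98 with the others between -0.20 and -0.04, on 7 RIP and 35 Input counts, -1.61 counting SD away. Counting noise could be part of either difference, and a test on 1 lysate excludes nothing else.

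The median log2 ratio of the muscle set was 0.21 in Nab2-FLAG replicate 3 and between 0.08 and 0.10 in the other lysates, 1.44 counting SD apart. For the ribosomal protein set, control replicate 4 had a median of -0.0814 with the others between -0.25 and -0.22, at 5.61 counting SD. Replicate 4 also had the highest ribosomal protein median in Nab2-FLAG (-0.14) and in Atx2-3xFLAG (-0.06), so a factor shared by the lysates numbered 4 may contribute. Their RIP-to-Input deviations across genes correlated between genotypes at 0.325 to 0.418, and the labels record no batch that would name such a factor.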

How the results depend on the processing

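The choices and alternatives were fixed before the data were examined, and none was added later. A value, near 0, reversed direction: the median log2 difference of the photoreceptor set in the Atx2-3xFLAG association was 0.03, and -0.0028 with TMM apart in each pool, with no call in either (limma camera adjusted p = 0.768 and 0.935). The cause of a change was not tested except where the alternative's own construction gives it.

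The Nab2-FLAG association counted 6 higher and 0 lower genes. Without an expression filter, which tests 12431 genes, it gave 16 higher and 2 lower. With Nab2-FLAG and control alone in the fit it gave 15 higher and 3 lower, and with library size alone 2 lower. The limma fit on lysate ratios gave 0 higher. The 8 fits that each left out 1 lysate gave from 2 to 8 higher and from 0 to 2 lower; the 2 came without Nab2-FLAG replicate 1, which kept 2 of the 6 genes, and the 2 lower without control replicate 3. The Atx2-3xFLAG association counted 3 higher genes, and gave 1 with DESeq2, 1 with the stricter filter of 2313 genes, 0 with limma, and from 1 to 3 higher and from 0 to 1 lower in the fits without 1 lysate. The 1 came without control replicate 2, control replicate 3 or Atx2-3xFLAG replicate 3. Genes shared by both were 3, against 1 with DESeq2, 1 with the stricter filter, 0 with limma and from 1 to 4 in the 12 fits without 1 lysate. The Nab2-FLAG against Atx2-3xFLAG comparison counted 0 genes, against 2 higher without a filter and from 0 to 1 lower without 1 lysate, the 1 without Atx2-3xFLAG replicate 1. DESeq2 gave no adjusted p for 2741 of 6147 genes in the Nab2-FLAG association, and these were left out of its count. Over 18 settings snoRNA:Or-CD2 was called in 16 for each protein, while apolpp was called in 9 for Nab2-FLAG and snoRNA:Or-aca5 in 7 for Atx2-3xFLAG.

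Without the lysate as a replicate block, the associations gave 0 higher genes for Nab2-FLAG, 0 for Atx2-3xFLAG and 0 shared. Adding the replicate number as a block on top of the lysate gave 34 higher and 14 lower for Nab2-FLAG, 27 higher and 4 lower for Atx2-3xFLAG, 20 shared, and 3 higher and 1 lower between the proteins, and it kept the 6 and the 3 genes. Pairing by number was taken as present only if every same-numbered pair of lysates correlated above 0.1. The deviations did so in 5 of 12 pairs in the RIP-to-Input ratio, in 7 of 12 in Input and in 4 of 12 in RIP. All 3 pairs numbered 4 passed in the ratio (0.325 to 0.418) and in Input (0.215 to 0.455), as did the 3 numbered 1 in Input, so a factor shared by these lysates is not excluded. The counts with this block are given as a description and not as a gain in effect. In the RIP and Input comparisons the block moved no count by over 1.5 times (for example 505 higher in Nab2-FLAG Input, against 452).

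Within the pools, library size alone gave 270 lower in Nab2-FLAG RIP, 1338 higher and 297 lower in Atx2-3xFLAG RIP, 107 lower in Nab2-FLAG Input, and 1043 higher and 169 lower in Atx2-3xFLAG Input. This follows from its construction, which leaves the shift of all genes in place. DESeq2 gave 368 lower in Nab2-FLAG RIP and 490 lower in Atx2-3xFLAG RIP. The stricter filter tested fewer genes and gave 271 higher in Nab2-FLAG Input and 321 in Atx2-3xFLAG Input. Leaving out 1 library moved no count in the pools by over 1.5 times.

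The correlation of the associations, 0.663, was 0.0514 with the control lysates split between the contrasts and 0.739 with the stricter filter; the 12 fits without 1 lysate gave 0.582 to 0.741. The neuron set was called in both associations with the preset correlation and in 0 under the estimated correlation and 0 under fry, for each protein, while it passed in the other 3 alternatives run for sets (TMM apart in each pool, the stricter filter and no replicate block) with adjusted camera p-values (limma, Benjamini-Hochberg) from 0.00472 to 0.044. With library size alone the log2 difference of Atx2 in Atx2-3xFLAG RIP was 0.40 and past the threshold, against 0.18. Of 411 other values, for named genes and sets under the alternatives, 371 kept their direction and side of the threshold, 37 were weaker, 2 stronger and 1 reversed. The 2 stronger came with the replicate number as a block: me31B in the Nab2-FLAG association (edgeR adjusted p = 0.0279) and sm in the Atx2-3xFLAG association (edgeR adjusted p = 0.0394).

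At these depths and dispersions, with 4 lysates per genotype, the simulated test found 36.4% of genes raised by a log2 of 1 and 12.1% of those raised by 0.5, so smaller associations would mostly go uncalled.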

Other observations

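All tests in this part were chosen, or their thresholds set, after the values had been seen, except the correlation with split control lysates, which was fixed before. Several were changed after a first value, and both values are then given. Each pattern is a hypothesis, found and tested on the same libraries. Strain background, age and rearing are not recorded per genotype and follow the genotype.

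The similarity of the associations rests largely on the shared control. Their correlation across genes was 0.663 and fell to 0.0514 with the control lysates split between the contrasts; unchanged genotypes simulated against a shared control gave 0.568. Among 100 splits of the lysates into groups of the same sizes, the real one included, only the real one reached this correlation, and the others ran from 0.221 to 0.656, so most of it also arises from arbitrary groups. Something beyond the control may still be shared: with split control lysates a median of 23.5 genes had a positive association at an unadjusted p under 0.05 in both contrasts, from 21 to 30, where the list lengths give 6.38. As many genes shared after adjustment came up in 2 of 100 splits. The 6 Nab2-FLAG genes were reached by 1 of the 35 splits of 8 lysates, the real one. As many as the 3 Atx2-3xFLAG genes came up in 4 of 35, and the split of control replicates 1, 2 and 3 with Atx2-3xFLAG replicate 1 from the rest gave 10, so the Atx2-3xFLAG count does not stand out from arbitrary groupings. For Nab2-FLAG against Atx2-3xFLAG, with 0 genes (224 at an unadjusted p under 0.05), the 35 of 35 splits with at least 0 genes follow from the count itself and decide nothing. The smallest gene set p was reached by 5 of 35 splits for Nab2-FLAG and 9 of 35 for Atx2-3xFLAG, which leaves the neuron set undistinguished from other groupings of these lysates.

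Small RNA genes led the positive associations. Over 62 snoRNA, snRNA and scaRNA genes, 59 had a positive Nab2-FLAG and 51 a positive Atx2-3xFLAG association, and the class median of the log2 RIP-to-Input ratio was -0.87 ± 0.54 in control, 0.18 ± 0.43 in Nab2-FLAG and -0.24 ± 0.56 in Atx2-3xFLAG (SD, n = 4). For Nab2-FLAG, the low depth of control RIP replicate 3 is argued against as the cause, since the difference without it was 0.90. The lowest Nab2-FLAG lysate (-0.27) then lay just above the highest control (-0.33). For Atx2-3xFLAG the difference fell from 0.63 to 0.48 without it. Atx2-3xFLAG replicates 3 (-0.52) and 4 (-0.75) lay below the highest control, so the point is undecided there. A gain of all short structured RNAs is argued against by 7SL, 7SK, RNase P and RNase MRP RNA, with a median association of -0.15 and 0 of 5 genes positive; this list, and the removal of 7SK from the small RNA class, were chosen after values were seen. The 30 tested protein-coding genes that enclose small RNAs, on either strand, had a median Nab2-FLAG association of -0.045, with 14 positive (61 of 62 small RNAs were in the annotation). Non-coding genes that enclose small RNAs were not part of this check. As a group the 30 genes were not raised, but they went both ways, so reads of enclosing transcripts are not excluded. A lower level in tagged Input is argued against as the whole cause by RIP, where the class median was higher by a log2 of 1.12 in Nab2-FLAG and 1.09 in Atx2-3xFLAG, with no overlap with control (exact permutation p = 0.0286 for each, the smallest possible). As a part of the cause it stays open: the class median was higher in tagged Input, by 0.147 in Nab2-FLAG and 0.57 in Atx2-3xFLAG, with SDs of 0.47 to 0.70, and the genes went both ways. In Nab2-FLAG Input 36 of the 62 were lower (median edgeR difference -0.15), with 6 called lower, snoRNA:Or-aca5 among them, and 1 called higher. In Atx2-3xFLAG Input 23 of 62 were lower (median edgeR difference 0.26), with 5 called lower and 4 higher, which lends that explanation less support there. Recovery of small RNA that varies between lysates whatever the genotype stays open as well. Exact permutation p-values adjusted over both proteins were 0.0571 for Nab2-FLAG (0.0286 before adjustment, the smallest that 4 against 4 allows) and 0.200 for Atx2-3xFLAG. With 4 against 4, neither could pass 0.05 unless both proteins reached that smallest value. A grouping of Nab2-FLAG replicates 1, 2 and 3 with Atx2-3xFLAG replicate 1 against the other tagged lysates gave 107 calls, 19 of them small RNA genes, and this explanation was added after that count was seen. An association of the tagged proteins with small RNAs and uneven recovery cannot be told apart with 4 lysates per genotype.

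Control Input differed widely from both tagged genotypes, in the same direction. Of the 35 splits of 8 libraries, 1, the real one, gave as many calls in each of the 4 comparisons of a tagged genotype with control within RIP or Input; the next highest gave 127 against 1227 in Nab2-FLAG RIP. With the control Input libraries split between the contrasts, the correlation was 0.483 (0.426 to 0.528), so the shared control does not account for it. A region carried along with the transgenes is argued against as the whole cause: each of 5 large chromosome arms held between 7.73% and 8.72% called genes, against 8.22% over all. Neighbouring genes were called alike in 40 pairs against 19.05 by chance (permutation p = 1e-04, the smallest that 10000 permutations can give), so local effects remain open. A lower share of neurons would raise markers of all other tissues, but muscle rose relative to fat body by a log2 of 1.08 in Nab2-FLAG Input. A first version of that test used the neuron set itself, which had a median difference of 0.10 in Nab2-FLAG Input and 0.34 in Atx2-3xFLAG Input, with 15 and 20 of 24 genes higher. A few abundant genes taking up counts would shift all genes in the same direction. With library size alone 663 genes were higher and 107 lower in Nab2-FLAG Input, and 1043 and 169 in Atx2-3xFLAG Input. The lower genes argue against such a shift as the whole cause, but most calls followed it, so it stays open as a part.

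Muscle genes rose in both tagged Input pools, by a median log2 of 0.952 in Nab2-FLAG and 0.89 in Atx2-3xFLAG, with 11 of 13 called higher in each. The abundant Mhc went from 1291 ± 164 CPM in control Input to 2501 ± 185 in Nab2-FLAG and 2030 ± 47.1 in Atx2-3xFLAG (SD, n = 4). More muscle RNA in the tagged lysates, for instance from how heads were separated, is a candidate explanation. Its 3 most abundant genes rose, but they belong to the set that prompted it. Their rise therefore cannot separate it from a change in expression, and control heads express all 13 genes as well. Ribosomal protein genes moved the other way, with median differences of -0.46 and -0.67 and 59 and 70 of 81 called lower. Photoreceptor genes had medians of -0.23 and -0.35, glia genes 0.28 and 0.24, fat body genes 0.10 and -0.25, and mitochondrially encoded genes 0.04 and 0.17. On set medians the muscle, ribosomal protein and photoreceptor sets each had an exact permutation p = 0.0286, the smallest that 4 against 4 allows. Adjusted over all 14 set comparisons it is 0.0667. No p can lie below 0.0286 here, so the adjusted value depends on how many of the comparisons reach it. Missing 0.05 therefore does not speak against these sets. With library size alone the signs of the muscle, ribosomal protein and glia sets held, while the photoreceptor medians shrank to -0.04 and -0.11. The fat body medians moved to 0.28 in Nab2-FLAG and -0.01 in Atx2-3xFLAG, and those of mitochondrially encoded genes to 0.23 and 0.42. Photoreceptor genes also went both ways, with 3 called higher and 6 lower in Nab2-FLAG and 4 higher and 8 lower in Atx2-3xFLAG.

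Cuticle protein (Cpr) genes were also higher. Among the 12 Cpr genes outside the 25 most changed genes of either Input comparison, the median log2 difference was 1.07 in Nab2-FLAG and 1.31 in Atx2-3xFLAG, with 11 of 12 higher in each (exact permutation p = 0.0286, the smallest possible). Flies of the tagged genotypes closer to eclosion might show this, but the family was chosen after its values were seen and age follows genotype here, so age and strain cannot be told apart.

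The gene snRNA:U2:34ABa had at most 2 counts in the 8 control libraries and 26 to 416 in the 16 tagged ones, the only gene of the files at the floor in all control and above it in all tagged libraries. The other 5 U2 copies reached at most 7 counts in any library. A sequence variant of the strains together with reads shared between copies could give this, and the counting rules that would decide it are not stated, so it cannot be told apart from a difference in expression. Taken as expression alone, the counts would leave control heads with almost no U2 RNA from any copy.

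RNA recovered without a tagged protein may make up much of each RIP. The log2 RIP-to-Input profile of Nab2-FLAG correlated with that of control across all tested genes at 0.360, and that of Atx2-3xFLAG at 0.440, both short of a threshold of 0.5 used first. Over the 2313 genes with a mean count of at least 50, the same form gave 0.627 and 0.722, both above it. The test was then replaced by pairs of lysates over those genes, with a pass mark of 0.8 of the correlation between control lysates, on which Nab2-FLAG correlated with control at 0.508 and Atx2-3xFLAG at 0.582, against 0.590 between control lysates. The forms disagree about both proteins, so the question stays open.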
